# Characterization of lncRNAs involved in cold acclimation of zebrafish ZF4 cells

**DOI:** 10.1371/journal.pone.0195468

**Published:** 2018-04-10

**Authors:** Penglei Jiang, Yanwen Hou, Weikang Fu, Xiaofan Tao, Juntao Luo, Hanxu Lu, Yicheng Xu, Bingshe Han, Junfang Zhang

## Abstract

Long non-coding RNAs (lncRNAs) are increasingly regarded as a key role in regulating diverse biological processes in various tissues and species. Although the cold responsive lncRNAs have been reported in plants, no data is available on screening and functional prediction of lncRNAs in cold acclimation in fish so far. Here we compared the expression profile of lncRNAs in cold acclimated zebrafish embryonic fibroblast cells (ZF4) cultured at 18°C for 30 days with that of cells cultured at 28°C as control by high-throughput sequencing. Totally 8,363 novel lncRNAs were identified. Including known and novel lncRNAs, there are 347 lncRNAs up-regulated and 342 lncRNAs down-regulated in cold acclimated cells. Among the differentially expressed lncRNAs, 74 and 61 were detected only in control cells or cold-acclimated cells, respectively. The Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analyses of adjacent genes to the differentially expressed lncRNAs showed that the enriched genes are involved in electron transport, cell adhesion, oxidation-reduction process, and so on. We also predicted the target genes of the differentially expressed lncRNAs by looking for interactions between lncRNAs and mRNAs, and constructed an interaction network. In summary, our genome-wide systematic identification and functional prediction of cold responsive lncRNAs in zebrafish cells suggests a crucial role of lincRNAs in cold acclimation in fish.

## Introduction

Long noncoding RNAs (lncRNAs) are generally defined as a class of transcripts with length more than 200 nucleotide (nt) but lack significant protein coding capacity [1]. Accumulating studies suggest that lncRNAs play key roles in regulating development, tumorigenesis, and response to abiotic stresses [1,2]. Unlike the translational regulation mechanism of miRNA is well characterized, mechanism of lncRNAs is still far from a full understanding. They serve as transcriptional silencers, co-activators, and even competing endogenous RNAs by providing interaction sites for miRNAs [3]. lncRNAs also play key roles in regulating gene and genome activity at various levels including serving as ligands or cofactors to mediate histone modification [4] and DNA methylation [5], modulating general transcription factors [6] and RNA pol II loading [7], regulating the activity of transcriptional factors [8].

Fish, one kind of aquatic ectotherm, might face a wide range of temperature variations in its life cycle. Environmental temperature fluctuations are usually accompanied by detectable changes of mRNA and miRNA expression patterns, DNA methylation and histone modification in fish [9–12]. However, the reports about the roles of lncRNA under cold pressure are sparse [2]. In mice, over-expression of TUG1 lncRNA (TUG1, taurine up-regulated gene 1) protects against cold-induced injury of livers by inhibiting apoptosis and inflammation [13]. It is also reported recently that lncRNAs are involved in the response to cold stress in cassava and Chinese cabbage, respectively [14,15]. However these studies are mainly conducted in mammals or plants [2,13–16], how lncRNAs participate in cold acclimation in fish still remains unclear.

Zebrafish is a major model system for study of development, disease and other biological processes. Zebrafish can survive within a wide temperature range of 16.5–38.6°C [17], making zebrafish a good model to study cold acclimation [9–11]. In our preliminary study, we investigated the role of DNA methylation in zebrafish ZF4 cells when experimentally acclimated at 18°C for 30 days, suggesting that DNA methylation is involved in cold acclimation via regulation of genes related to anti-oxidant system, apoptosis, development, chromatin modifying and immune system [11].

In this study, we further studied the roles of lncRNAs in cold acclimation of ZF4 cells. We identified and characterized the lncRNAs responding to cold acclimation and predicted the functions of these lncRNAs in cis and trans. Our data will contribute to better understanding of the roles of lncRNAs in cold acclimation in fishes.

## Materials and methods

### Cell culture and treatment

ZF4 cell line was from the American Type Culture Collection (ATCC, CRL 2050). Cells were cultured in Dulbecco's modified Eagle's medium/F12 nutrient mix (SH30023.01B, Hyclone, Thermo Scientific) supplemented with 10% fetal bovine serum (10099141, Gibco, Life technologies), 1% penicillin-streptomycin-glutamine solution (SV30082.01, Hyclone, Thermo Scientific), at 28°C, 5% CO_2_. For cold acclimation, ZF4 cells were seeded at 40–50% confluence and the next day transferred to an incubator at 18°C, 5% CO_2_, in the same medium for up to 30 days.

### RNA-Seq

Total RNA was extracted using miRNeasy Mini Kit (217004, Qiagen) and purified by RNAClean XP Kit (A63987, Beckman Coulter) and RNase-Free DNase Set (79254, Qiagen). Libraries were constructed using TruSeq Stranded Total RNA LT Sample Prep Kit with Ribo-Zero (RS-122-2301/ RS-122-2302, Illumina). Libraries were pooled and sequenced using the Illumina HiSeq machine as 150-bp paired-end sequencing reads.

### RNA-Seq read alignment and transcript assembly

Clean RNA-Seq reads for each sample were aligned by HISAT2 (2.1.0) with default setting to the zebrafish genome assembly using the Ensembl annotation DanRer10 (Danio_rerio.GRCz10.88.gtf) [18]. Transcripts were assembled by StringTie (1.3.3) with parameter “-G Danio_rerio.GRCz10.88.gtf” [19]. After each sample was assembled, all assemblies were merged together utilizing StringTie’s “merge” function, which merged all the genes found in any of the samples.

### Identification of lncRNAs

After the merging step, gffcompare (0.10.1) was used to compare assembled transcripts and Ensembl annotation DanRer10. To obtain the transcripts that failed to match the known transcripts, five categories of transcripts were extracted, including “Potentially novel isoform”, “A transfrag falling entirely within a reference intron”, “Generic exonic overlap with a reference transcript”, “Unknown, intergenic transcript”, and “Exonic overlap with reference on the opposite strand”. We also compared the residual transcripts with known lncRNAs in the NONCODE2016 database and filter out the same or similar transcripts [20]. The remaining unknown transcripts were filtered by length 200 nt, exon number 1, ORF 300 nt. CPC (Coding Potential Calculator), CNCI (Coding Non-Coding Index) and Pfam were used to delete transcripts with coding potential [21–24]. Finally, we calculated fragments per kilobase per million mapped reads (FPKM) of per transcript and remained transcripts with FPKM > 0.5 at least in one sample as presumed novel lncRNAs. All mRNAs, known lncRNAs and novel lncRNAs were quantified as FPKM by StringTie. Differentially expressed transcripts and genes were determined by edger with a fold change >2 and false discovery rate (FDR) < 0.05.

### Target gene prediction of lncRNAs

All genes within 10 kb of the differentially expressed lncRNAs and nearest genes beyond 10 kb in downstream or upstream were picked out as cis-target genes. The top 20 lncRNAs, with smallest FDR value, were used to predict the trans-regulated genes by RNAplex [25].

### GO and KEGG enrichment analyses

Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 web tool (https://david.ncifcrf.gov/) were used to perform GO and KEGG enrichment analyses with a significance of P < 0.05 [26,27].

### Quantitative reverse transcriptase PCR (qRT-PCR)

Total RNA was isolated using TRlzol reagent (15596–026, Life Technologies). Reverse transcription (RT) was performed using 1μg of total RNA with PrimeScript™RT reagent Kit with gDNA Eraser (RR047A, TaKaRa), according to the manufacturer’s instructions. PCR amplification was performed for 2 min at 50°C and 10 min at 95°C, followed by 40 cycles at 95°C for 10 s, and annealing at 60°C for 30 s. Relative mRNA level was analyzed by the comparative CT method. Data were normalized to β-actin. Statistical analysis was performed using GraphPad Prism 5 software. The Student’s T test was used for measurements of gene expression of samples from control group and cold acclimation group from 3 experimental replicates. Primers for qRT-PCR analysis are shown in S1 Table.

## Results

### Identification of novel lncRNAs in ZF4 cells

Our previous study showed that zebrafish ZF4 cells develop cold acclimation after a 30-day culture at 18°C, a much lower temperature than the normal culture temperature of 28°C [11]. 

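ZF4 is a fibroblast-like cell line derived from zebrafish embryos. RNA was sequenced from 6 cultures, 3 kept at 28°C and 3 kept at 18°C for 30 days. The authors aligned the reads to GRCz10 (danRer10), assembled transcripts with StringTie, and kept transcripts that passed their filters on class code, length, exon number, coding potential and expression. Their deposited table lists each assembled lncRNA with its position, exon number and length. It gives the expression as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), as a single mean for the control cells and a single mean for the cold acclimated cells. The table also holds the authors' log2 fold change, p-value, FDR and call for each transcript. Known lncRNAs and protein-coding genes were included only through the paper's values and calls in its S2 Table. Because the values are group means, no spread between the 3 replicates could be computed, and the differences between the groups reported from FPKM have no replicate check. The depth of each library is unknown from the table. From the means, the log2 ratio of cold acclimated over control cells was computed after adding a pseudocount of 0.1 FPKM, which understates the change of transcripts with low values. An FPKM of 0 is given as listed at 0, and no fold change is given against it.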

To investigate the roles of non-coding RNAs in this process, total RNAs from cold-acclimated and normal cultured ZF4 cells were subjected to RNA-Seq. After trimming adapters and filtering out low quality reads, more than 157 M clean reads were obtained and nearly 86% could be mapped to the zebrafish genome (danRer10). StringTie, a faster and more efficient assembler than Cufflinks [19], was applied to assemble the transcripts. Total 79,678 transcripts were assembled and 63.3% of them are mRNAs. 

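The deposited table held 8363 assembled lncRNA transcripts with 7807 locus identifiers. At 7477 loci a single transcript was listed, and the remaining 330 loci held 2 or more, with up to 21 transcripts at 1 locus. On unplaced scaffolds of GRCz10 lay 466 of the transcripts (5.57%), and 3 lay on the mitochondrial genome. The mean FPKM was above 0.5 in at least 1 of the groups for 8108 transcripts. The other 255 had a group mean of at most 0.5 in both.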

Following the steps described in Fig 1A, 8,363 presumed novel lncRNAs were discovered at 7,807 loci. 

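The deposited table names a gene at the locus of 3204 of the 8363 assembled lncRNAs (38.3%). For the remaining 5159 transcripts, or 61.7% (95% confidence interval 60.6% to 62.7%, Wilson), no gene is named. The intervals given for these shares cover counting error over transcripts only. The table does not mark which of the named genes hold the lncRNA in an intron.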

Among the novel lncRNAs, about 62% locate at intergenic regions and 27% lie at intron regions (Fig 1B).

**Fig 1:**
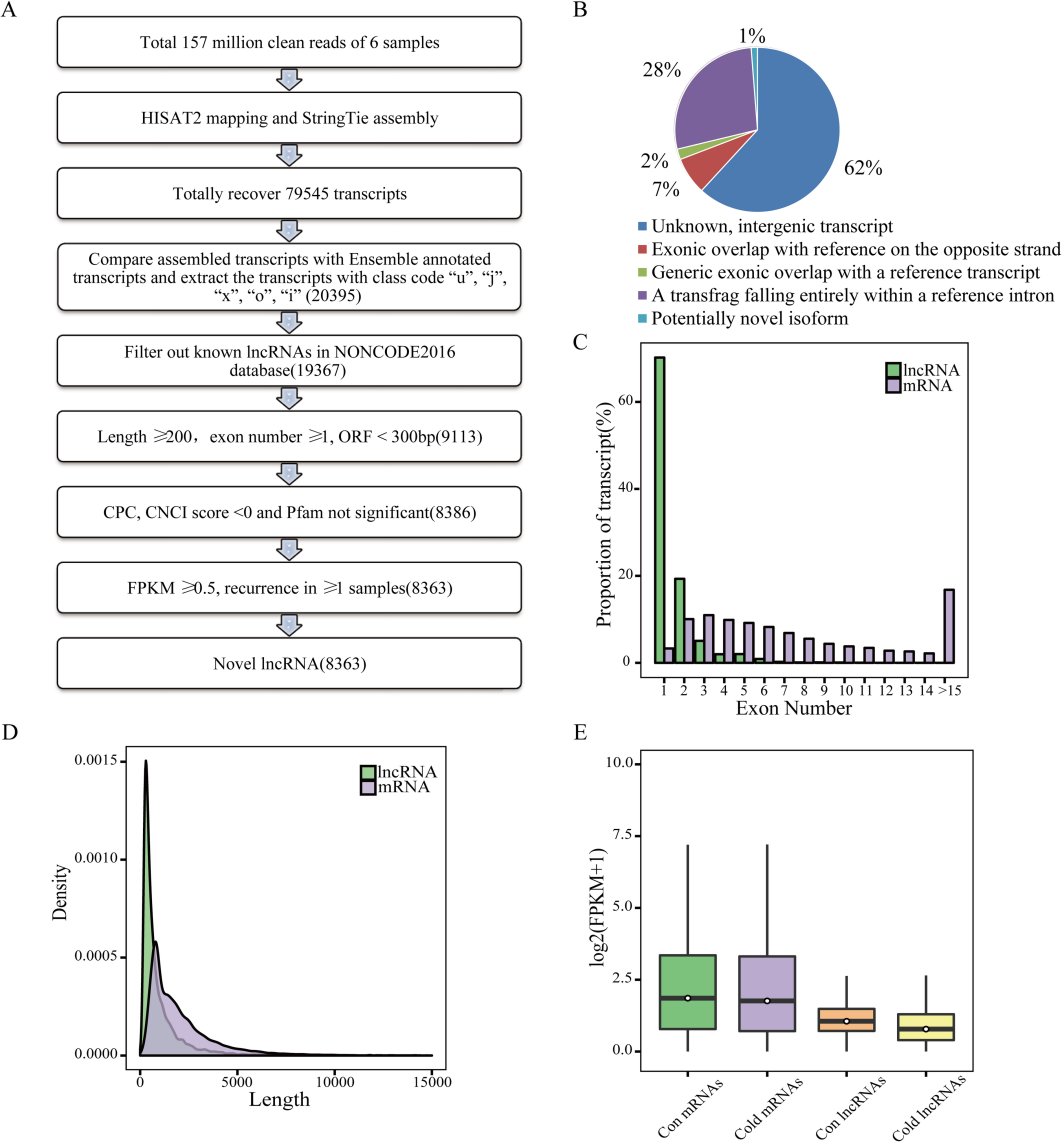
Identification and characterization of lncRNAs. (A) Workflow for identification of lncRNAs. The value in parentheses shows the number of transcripts. (B) Distribution of lncRNA in different chromosomal regions. (C-E) Comparison of exon numbers, transcript lengths, and expression levels between mRNAs and novel lncRNAs. Con: control cells; cold: cold acclimated cells.

We compared the basic genomic features between the novel lncRNAs and known mRNAs. Over 89% novel lncRNAs have no more than 2 exons, while above 86% mRNAs contain no less than 3 exons (Fig 1C). 

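In the deposited table, 7487 of the 8363 assembled lncRNAs had at most 2 exons, which is 89.5% (95% confidence interval 88.9% to 90.2%, Wilson). A single exon was listed for 5872 transcripts (70.2%), and 876 had 3 or more, up to 11 exons. The exon numbers of mRNAs were not analysed here.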

The transcript length of more than 70% lncRNAs, and of only about 33% mRNAs, is less than 1 Kb (Fig 1D). 

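Of the assembled lncRNAs, 6054 were shorter than 1000 nt, or 72.4% (95% confidence interval 71.4% to 73.3%, Wilson). Their median length was 531 nt, with quartiles of 309 and 1092 nt and a range from 200 to 14721 nt. Transcripts with 1 exon had a median length of 456.5 nt, and those with 2 or more exons 758 nt. For transcripts with 1 exon, the length equalled the width of the listed interval.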

FPKM analysis showed that the expression levels of most lncRNAs are lower than those of mRNAs (Fig 1E). 

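The median of the per-transcript mean FPKM over both groups was 0.933 for the assembled lncRNAs (95% confidence interval of the median 0.916 to 0.952, from binomial order statistics over transcripts). The quartiles were 0.575 and 1.59 FPKM. The mean was below 1 FPKM for 53.8% of the lncRNAs and above 10 FPKM for 2.76%. With the values of the 2 groups pooled in place of averaged, the median was 0.954 FPKM.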

The median FPKM values of lncRNAs and mRNA are 0.9 and 2.6 respectively. In summary, lncRNAs had fewer exons, shorter transcripts, and lower expression than that of mRNAs.

### Identification of differentially expressed lncRNAs (DE-lncRNAs) under cold pressure

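The authors' mean FPKM of the assembled lncRNAs had a median of 1.12 in control cells and 0.736 in cold acclimated cells. The mean was lower in cold acclimated cells for 5579 of the 8363 lncRNAs (66.7%) and higher for 2784. The FPKM summed over the assembled lncRNAs was not lower, at 26546.3 in control cells and 31240.6 in cold acclimated cells. The lncRNA with the highest mean in cold acclimated cells held 20.5% of the latter sum, which was 24836.2 without it. The median log2 ratio of cold acclimated over control cells was -0.61, with quartiles of -1.58 and 0.36. With the direction taken from the log2 fold change of the authors' deposited table, an alternative chosen after seeing the data, 55.1% of the lncRNAs were lower. The median log2 ratio differed among expression levels. With the lncRNAs divided into 5 equal classes by mean FPKM, the median log2 ratio was -1.52 in the lowest class and -0.19 in the highest. Part of this trend is fixed in advance. The mean was above 0.5 FPKM in at least 1 group for 8108 of the 8363 lncRNAs. A low mean over both groups then requires a low value in the other group. This favours log2 ratios of large size in the lowest class, whichever their direction. The share of lower lncRNAs was 61.6% in the lowest class, 75.1% in the next to lowest and 58.0% in the highest. The median log2 fold change in the authors' deposited table was -1.24 in the lowest class and 0.24 in the highest. Within each class, lncRNAs with 1 exon had a lower median log2 ratio than those with 2 or more exons.

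**Figure D1:**
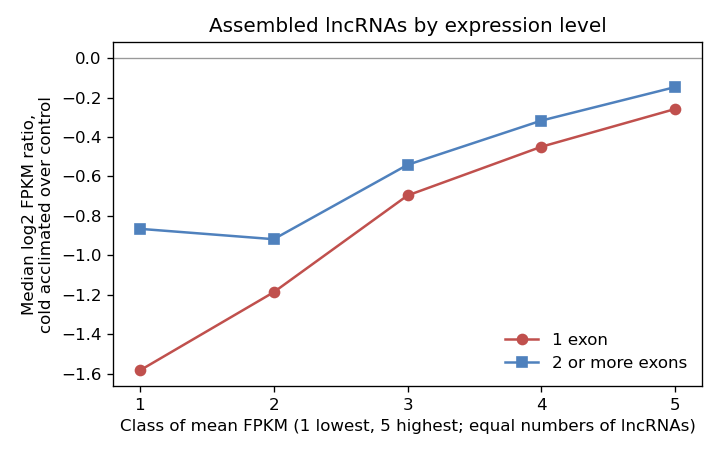
Median log2 FPKM ratio of cold acclimated over control cells (vertical axis) for assembled lncRNAs in each of 5 classes of mean FPKM (horizontal axis), with 1 exon (circles) or with 2 or more exons (squares); each point is a median over transcripts and has no error bar, since the values are group means. The medians go from -1.58 and -0.87 in the lowest class to -0.26 and -0.15 in the highest.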

As shown in Fig 1E, both mRNAs and lncRNAs showed decreased expression levels during cold acclimation and this trend is more obvious for lncRNAs, which is consistent with the phenomenon in cassava [14]. 

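Among the assembled lncRNAs, 8117 had a mean FPKM above 0 in control cells and 7995 in cold acclimated cells, and 7749 were above 0 in both. Above 0.5 FPKM there were 7156 lncRNAs in control cells and 5405 in cold acclimated cells, and above 1 FPKM there were 4750 and 3226.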

Totally 10, 926 lncRNAs and 39, 167 mRNAs were expressed in control cells, while 10, 688 lncRNAs and 39, 338 mRNAs were expressed in cold acclimated cells, the ratio of mRNAs to lncRNAs increased slightly during cold acclimation. The novel lncRNAs and known lncRNAs (NONCODE2016 database) were combined to perform differential expression analysis. The result showed 347 up-regulated and 342 down-regulated lncRNAs after cold acclimation (Fig 2A). 

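The FPKM means of the assembled lncRNAs were compared without a test, since no replicate values were at hand. Among the 8108 lncRNAs with a mean above 0.5 FPKM in at least 1 group, 1081 were more than 2-fold higher in cold acclimated cells and 3191 more than 2-fold lower. With a pseudocount of 1 in place of 0.1, these counts fell to 316 and 648. With the groups scaled to a median log2 ratio of 0, they were 1908 and 1938. In the authors' deposited table, 301 lncRNAs were called up-regulated and 318 down-regulated, at an FDR below 0.05 and a log2 fold change beyond 1 in either direction. The paper's S2 Table lists 46 known lncRNAs as up-regulated and 24 as down-regulated, which brings the authors' calls to 347 and 342. Every one of the 301 and 318 calls had a log2 ratio of the FPKM means beyond 1 in the same direction. The lncRNAs called up-regulated in the authors' deposited table had a median of 0.295 FPKM in control cells and 2.42 FPKM in cold acclimated cells. Those called down-regulated in the authors' deposited table had medians of 1.75 and 0.142 FPKM. On the scale with a pseudocount of 0.1, the lncRNA that rose most was MSTRG.29549.5, a transcript with 2 exons at gfra2a on chromosome 8 (42077711 to 42084771). It was listed at 0 in control cells and at 101 FPKM in cold acclimated cells. The lncRNA that fell most was MSTRG.9373.2, with 3 exons at ctage5 on chromosome 17 (12791263 to 12948709), at 60.6 FPKM in control cells and listed at 0 in cold acclimated cells. Its length is only 226 nt, and its FDR in the authors' deposited table was 0.00827. MSTRG.30077.5 and MSTRG.30077.8, which overlap at itgav on chromosome 9, came next. The former went from 13.5 FPKM in control cells to a listed 0, and the latter from 11.9 to 0.000525 FPKM. Reads of overlapping transcripts can be divided among them by the quantification, so the values of single transcripts at such a locus are uncertain.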

Differential expression analysis of protein-coding genes showed 1167 genes up-regulated and 1237 genes down-regulated (Fig 2B). 

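Among the 619 lncRNAs called in the authors' deposited table, 64 were listed at 0 in cold acclimated cells and 54 were listed at 0 in control cells. The known DE-lncRNAs in the paper's S2 Table add 10 and 7, for totals of 74 and 61. The 64 lncRNAs listed at 0 in cold acclimated cells had a median of 1.23 FPKM in control cells, with a range from 0.498 to 60.6. The 54 listed at 0 in control cells had a median of 1.68 FPKM in cold acclimated cells, with a range from 0.334 to 101. Over the whole table, called or not, 368 lncRNAs were listed at 0 in cold acclimated cells and 246 in control cells. Of the 118 called lncRNAs listed at 0 in a group, 57 shared their locus with other assembled lncRNAs, and 51 of these had a neighbour at that locus above 0.5 FPKM in the group where they were listed at 0. Among random lists of 57 other lncRNAs at such loci, a median of 52 had such a neighbour.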

Among the DE-lncRNAs, 74 specifically expressed in control ZF4 cells and 61 solely expressed in cold acclimated ZF4 cells (Fig 2C), indicating a temperature-specific expression pattern for these lncRNAs. 

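On the 25 chromosomes, the number of assembled lncRNAs ranged from 189 on chromosome 24 to 574 on chromosome 4. Chromosome lengths of this build were not used here, so each chromosome was measured from its first to its last lncRNA. By that span, chromosome 13 had 4.39 lncRNAs per Mb and chromosome 4 had 7.49, with a median of 5.84 over the chromosomes. The highest density was 1.71 times the lowest, and 1.74 times with a single transcript counted per locus. The counts of 11 chromosomes lay outside the range that held 95% of 10000 random placements in proportion to span, and the same 11 did with a single transcript per locus. The placements treat lncRNAs as independent of each other, which neighbouring loci need not be.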

According to the visible lncRNA levels in the two groups, lncRNAs are evenly distributed across the 25 chromosomes of zebrafish with no obvious preference for location (Fig 2D). It is interesting that lncRNAs are evenly distributed on the 25 chromosomes without any prejudice expression, while the expression levels of mRNAs on chromosome 4 are remarkably lower (Fig 2D).

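The median FPKM of the assembled lncRNAs on a chromosome ranged from 0.933 on chromosome 9 to 1.25 on chromosome 15 in control cells. In cold acclimated cells it ranged from 0.606 on chromosome 23 to 0.866 on chromosome 15. On chromosome 4 the median was 1.01 FPKM in control cells, against 1.11 over the other chromosomes. That median lay at percentile 0.21 of 10000 random lists of as many lncRNAs. In cold acclimated cells the median on chromosome 4 was 0.787 FPKM, against 0.729 over the others, at percentile 90.3. The median lay outside the central 95% of random lists for 6 chromosomes in control cells and for 4 in cold acclimated cells. Transcripts are not replicates, so these percentiles describe the 2 sets of means only. From the distribution along the chromosomes, the paper states that lncRNA expression shows no preference for a chromosome.

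**Figure D2:**
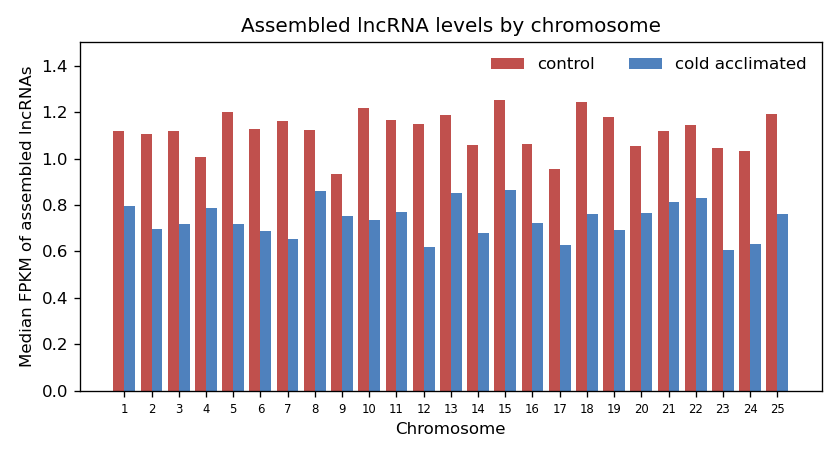
Median FPKM of the assembled lncRNAs (vertical axis) on each of the 25 chromosomes (horizontal axis) in control (red) and cold acclimated cells (blue); bars are medians over transcripts of the authors' group means, without error bars. On chromosome 4 the bars stand at 1.01 and 0.787.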

**Fig 2:**
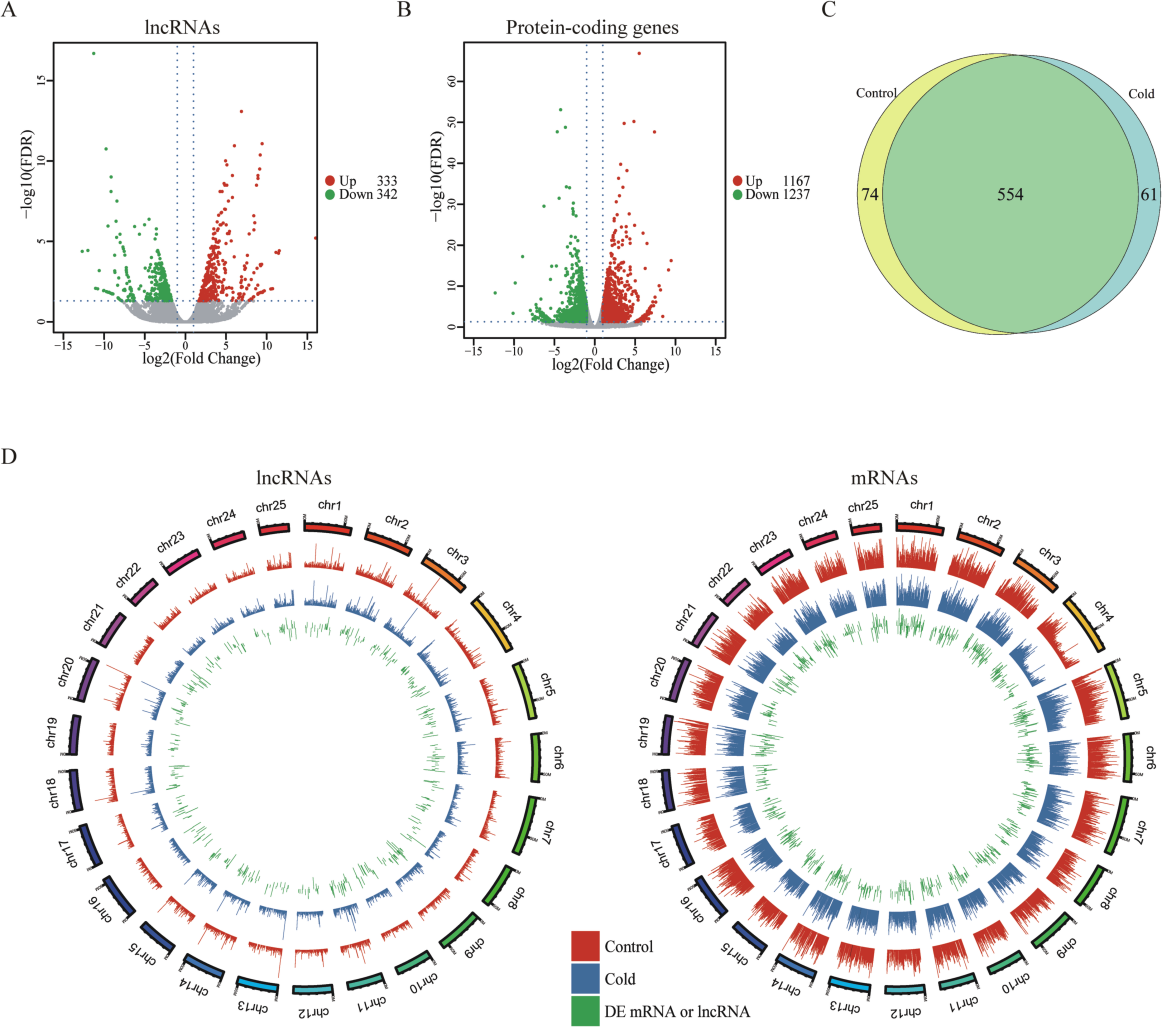
Differential expression patterns of lncRNAs between control and cold acclimated cells. (A-B) The Volcano plots of differentially expressed lncRNAs and protein-coding genes between control or cold acclimated cells, respectively. Abscissa represents log2 (fold-change), and ordinate represents -log10 (FDR). Red dots denote the significantly up-regulated lncRNAs or genes. Green dots denote the significantly down-regulated lncRNAs or genes. Blue dots denote the non-differentially expressed lncRNAs or genes. (C) Venn diagram shows the number of the differentially expressed lncRNAs expressed only in normal cultured or cold acclimated cells. (D) Distribution of mRNAs or lncRNAs along each chromosome. Red and blue represent the log-transformed FPKM values in control or cold acclimated cells, respectively. Green represents the log-transformed fold change, outward and inward bars represent up-regulated and down-regulated RNA, respectively (generated using ggbio R package).

### Prediction of cis-target genes of the DE-lncRNAs

To date there are still serious debates over the underlying mechanisms of transcriptional regulation by lncRNAs. Some studies suggested that lncRNAs regulate transcription of adjacent genes (in cis) [28–30]. Here the potential target genes of the DE-lncRNAs in cis were searched. The results showed 813 known protein-coding genes adjacent to 689 DE-lncRNAs, including upstream, downstream, and overlapping (S2 Table). 

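S2 Table pairs 661 lncRNAs with 813 genes in 1038 pairs. Of these lncRNAs, 591 are in the deposited table of assembled lncRNAs, with the same FPKM means and calls, and 70 are known lncRNAs. The 28 lncRNAs called in the authors' deposited table that S2 Table does not list all lie on unplaced scaffolds.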

Among these adjacent genes, 456 genes are less than 10 kb from the neighboring lncRNAs, and 765 are less than 100 kb from the nearest lncRNAs, and 230 genes were differentially expressed (FDR<0.05). 

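From the positions in S2 Table, the distance of each gene to its closest listed lncRNA was taken as the gap between the 2 intervals, or 0 where they overlap. By this measure 298 genes overlapped a listed lncRNA, 609 lay less than 10 kb from one, and 774 lay less than 100 kb from one. An FDR below 0.05 was listed for 230 of the genes.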

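The direction of each DE-gene in S2 Table was compared with that of its nearest listed DE-lncRNA, with the call of assembled lncRNAs taken from the authors' deposited table. In 169 of 230 genes (73.5%) both changed in the same direction. When the gene directions were permuted over the lncRNAs, 48.8% matched on average (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p these can give). Neighbouring loci are not independent replicates, so the test describes this list only. Counted over every listed lncRNA of a gene, 170 genes had at least 1 lncRNA of the same direction, 60 had only lncRNAs of the opposite direction, and 4 of the 170 had both kinds. Where the lncRNA lay outside the gene, 109 of 143 pairs (76.2%) had the same direction, with a median distance of 5.76 kb. Where it overlapped the gene, 64 of 92 pairs (69.6%) did.

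**Figure D3:**
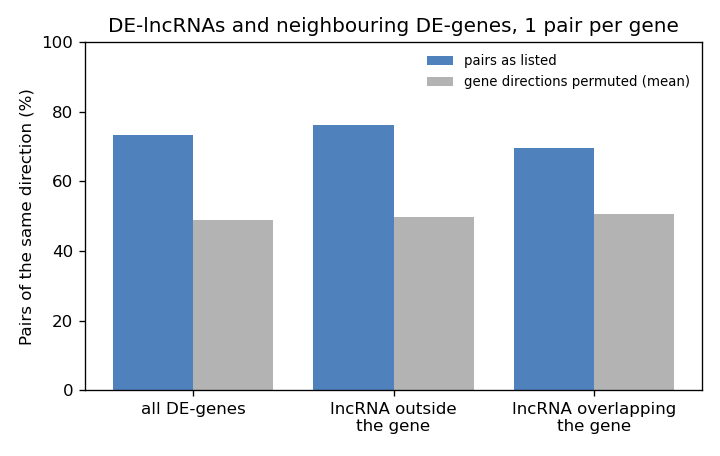
Percentage of pairs of a DE-lncRNA and a DE-gene with the same direction (vertical axis) for all DE-genes, for lncRNAs outside the gene and for lncRNAs overlapping it, as listed (blue) and as the mean after permuting the gene directions (grey). The listed pairs reach 73.5%, 76.2% and 69.6%, and the permuted pairs 48.8%, 49.9% and 50.8%.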

Among the 230 differentially expressed genes (DE-genes) (Fig 3A), 170 genes showed the same expression trend with nearby lncRNAs, and only 60 genes showed the opposite expression trend with neighboring lncRNAs. GO and KEGG enrichment analyses of those differentially expressed genes showed significantly enriched GO terms including ATP synthesis coupled electron transport, cell adhesion, cell migration, oxidation-reduction process, striated muscle tissue development, and multicellular organism development (Fig 3B). Significantly enriched KEGG pathways included oxidative phosphorylation, focal adhesion, gap junction, calcium signaling pathway (Fig 3C). These results indicated that lncRNAs may participate in cold acclimation in zebrafish by regulation of electron transport, cell junction, oxidation-reduction, signal transduction, and muscle tissue development.

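Among the 230 DE-genes were 7 of the 13 protein-coding genes of the mitochondrial genome, which encode subunits of the respiratory chain. They are paired in S2 Table with assembled lncRNAs on the mitochondrial genome. MSTRG.31960.1, of 299 nt in 2 exons (2192 to 2510), rose from 0.0168 FPKM in control cells to 30.3 FPKM in cold acclimated cells. In the authors' deposited table its log2 fold change was 8.64 with an FDR of 0.00878. MSTRG.31975.1, of 278 nt in 2 exons (8670 to 9026), was listed at 0 in control cells and at 7.55 FPKM in cold acclimated cells, and was singled out after its values were seen. Its FDR in the authors' deposited table was 0.0158. The paper's log2 fold changes for the 7 genes were all negative, from -1.34 for mt-cyb to -0.57 for mt-nd4l. The gene named at the locus of MSTRG.31975.1, mt-co2, was not among them, and the paper gives it a log2 fold change of -0.40 and an FDR of 0.147.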

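The paper reasons from the enriched terms of the DE-genes in S2 Table to the processes in which the neighbouring lncRNAs may take part. With the mitochondrial genes left out of the pairs, a choice made after seeing the data, 169 of 223 DE-genes (75.8%) changed in the same direction as the nearest DE-lncRNA.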

**Fig 3:**
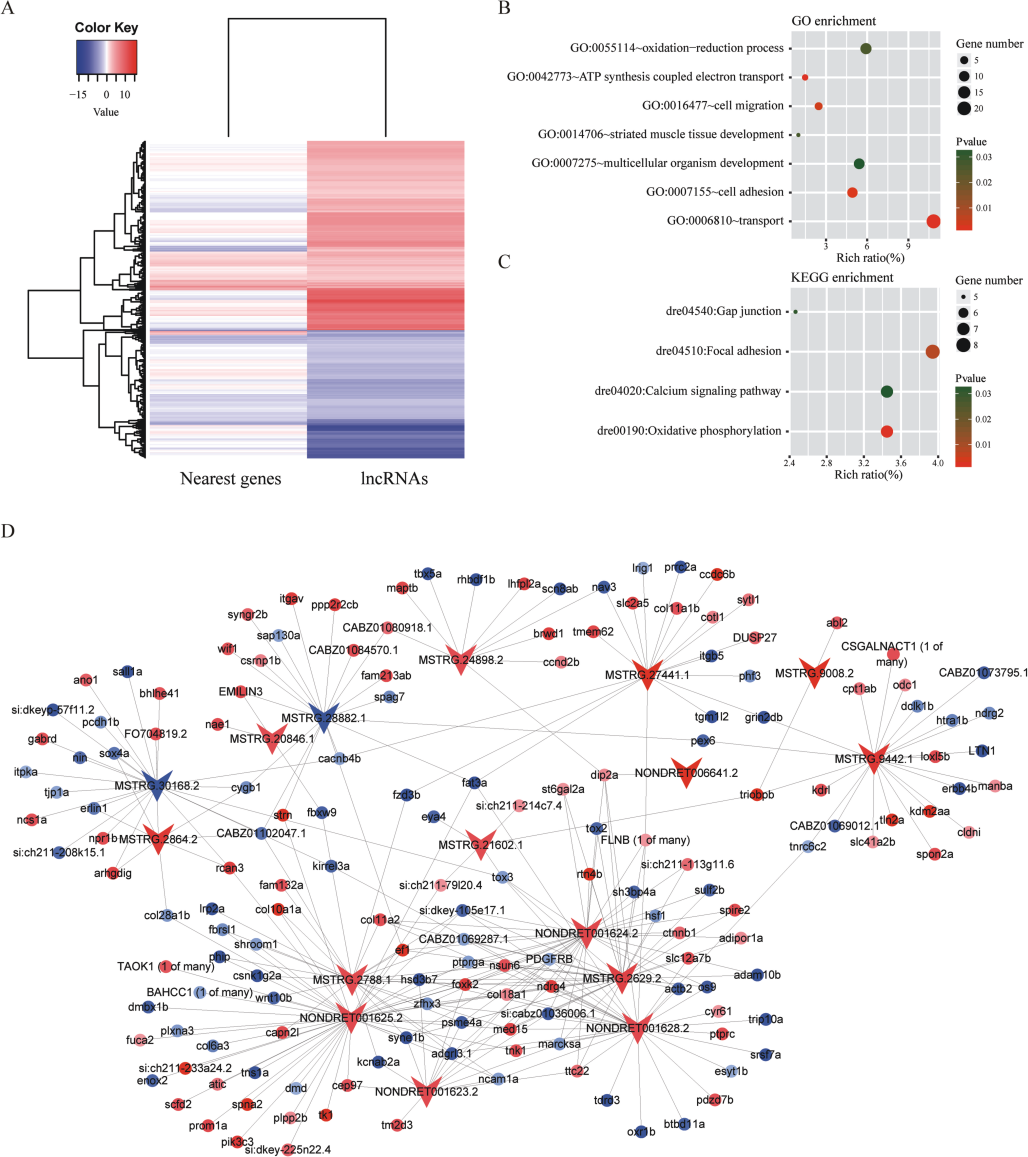
Predicted target genes of the differential expressed lncRNAs. (A) A heatmap was generated from the fold change values in the RNA-Seq data, and was used to visualize the expression patterns of the cold responsive lncRNAs and their neighboring genes after cold acclimation. (B-C) GO and KEGG enrichment analyses of the differentially expressed genes adjacent to the differentially expressed lncRNAs. The y-axis corresponds to KEGG pathway with a p-value ≤ 0.05, and the x-axis shows the enrichment ratio between the number of DE-genes and all unigenes enriched in a particular pathway. The color of the dot represents p value, and the size of the dot represents the number of DE-genes mapped to the reference pathways. (D) Regulatory network of 16 DE-lncRNAs with the lowest FDR, was built by Cytoscape 3.5. The triangles denote representative lncRNAs and the dots represent the trans-target genes. The colors represent log-transformed fold change. Blue: down-regulated; red: up-regulated.

### Prediction of trans-target genes of the DE-lncRNAs

It has been reported that lncRNA can also regulate gene expression in trans (on other chromosomes or distal regions)[28], and lncRNA-mRNA interaction can affect mRNA level [31,32]. 

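Of the 20 lncRNAs with the lowest p-values in the authors' deposited table and S2 Table together, 15 are assembled lncRNAs and 5 are known, with 16 up-regulated and 4 down-regulated. The lowest FDR in the authors' deposited table was 2.03e-17 for MSTRG.30168.2, with 2 exons at epha3 on chromosome 9 (16461511 to 16464853). Its mean was 3.75 FPKM in control cells, and it was listed at 0 in cold acclimated cells. Also listed at 0 in cold acclimated cells were MSTRG.28882.1 at slc6a8 on chromosome 8, with 1.47 FPKM in control cells, and MSTRG.1600.1 on chromosome 10, with 4.45 FPKM. MSTRG.27441.1 at furina on chromosome 7, MSTRG.9442.1 at bach2a on chromosome 17, MSTRG.9008.2 at srsf10a on chromosome 16 and MSTRG.2864.2 at cdh4 on chromosome 11 were listed at 0 in control cells. Their means in cold acclimated cells were 5.49, 3.05, 1.78 and 1.21 FPKM. MSTRG.21602.1, of 388 nt on chromosome 4 (3751763 to 3752150), rose from 20.7 to 447 FPKM, a log2 ratio of 4.43. MSTRG.20846.1 at cacna1aa on chromosome 3 and MSTRG.24898.2 at tbx6l on chromosome 5 had log2 ratios of 3.30 and 3.90.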

In this study, 20 DE-lncRNAs with the lowest FDR values were selected for prediction of their trans-target genes. RNAplex [25] was used for searching interactions between above mentioned lncRNAs and differentially expressed mRNAs (DE-mRNAs). It showed that 20 DE-lncRNAs have 1098 potential trans-target mRNAs (S3 Table).

The potential trans-target genes were used to perform GO and KEGG enrichment analyses (S4 Table). The top GO terms include organ development, cell adhesion, axon extension, and regulation of transcription from RNA polymerase II promoter. The most enriched pathways include Wnt signaling pathway, ECM-receptor interaction, one carbon pool by folate, and biosynthesis of antibiotics. To show the mode of interaction between lncRNAs and mRNAs, lncRNAs and mRNAs with a free energy less than -50 were used to draw an interaction network. According to this criterion, 16 lncRNAs corresponding to 176 target mRNAs were selected to build regulatory network. We noticed that one gene might be regulated by multiple lncRNAs and one lncRNA might also regulate multiple genes (Fig 3D).

### Verification of expression of lncRNAs and target genes by qRT-PCR

To validate the same or opposite expression trend between above mentioned lncRNAs and predicted target genes, qRT-PCR was applied to determine the levels of selected 13 lncRNAs and 11 protein-coding genes from control or cold acclimated ZF4 cells. The correlation between RNA-Seq and qPCR data was analyzed with Spearman’s rho test, and a highly statistical significance [r = 0.705, p < 0.00018] was observed. 

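In the RNA-Seq means, MSTRG.2629.2 (chromosome 11, 11443260 to 11463864) rose from 0.909 FPKM in control cells to 82.0 FPKM in cold acclimated cells, a log2 ratio of 6.35. MSTRG.2788.1 (chromosome 11, 15983862 to 15993045) rose from 4.91 to 117 FPKM, a log2 ratio of 4.54. MSTRG.2629.2 has 294 nt in 2 exons and ends at 11463864, where the known lncRNA NONDRET001624.2 also ends. S1 Table gives both of these lncRNAs the same primers. MSTRG.2490.1 (chromosome 11, 5265293 to 5267327) fell from 4.04 to 0.361 FPKM, a log2 ratio of -3.17. The paper's values in S2 Table for NONDRET008543.2 were 0.388 FPKM in control cells and 9.09 FPKM in cold acclimated cells.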

As shown in Fig 4A, the corresponding expression trends between these lncRNAs and their target genes are consistent with our RNA-Seq data. (Fig 4B) Genes *wnt9a* (Wingless-type MMTV integration site family, member 9A) and *negr1* (neuronal growth regulator 1) may be negatively or positively regulated by MSTRG.12377.1 and MSTRG.26470.1 respectively in cis. 

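MSTRG.12377.1 has 1 exon of 2115 nt on chromosome 2 (3451483 to 3453597), and no gene is named at its locus. Its mean fell from 1.79 FPKM in control cells to 0.316 FPKM in cold acclimated cells, a log2 ratio of -2.19, and the FDR in the authors' deposited table was 0.0151. S2 Table places it 11.6 kb from wnt9a, for which the paper's values were 0.626 and 1.66 FPKM. MSTRG.26470.1 has 1 exon of 895 nt on chromosome 6 (37037579 to 37038473), inside negr1. It rose from 0.512 to 3.13 FPKM, a log2 ratio of 2.40, and the FDR in the authors' deposited table was 0.00028. The paper's values for negr1 were 1.30 and 3.09 FPKM.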

For each gene of *fam213ab* (family with sequence similarity 213, member Ab), *alpl* (alkaline phosphatase, liver/bone/kidney), *ano1* (anoctamin 1, calcium activated chloride channel) and *atic* (5-aminoimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase), which may be regulated by multiple lncRNAs in trans, we picked out two lncRNAs that had the lowest free energy interaction with them. The trends of expression of these lncRNAs and target genes were presented in Fig 4B and S1 Fig. Meanwhile, we investigated the dynamic expression changes of selected lncRNAs (1 annotated and 3 novel). The tp53 mRNA reported up-regulated in cold acclimated ZF4 cells served as a positive control[11]. ZF4 cells were exposed to cold stress for 1, 5, and 30 days and returned to normal culture temperature for 1, 3, and 7 days, then the expression of above RNAs was examined. As shown in Fig 4C, all RNAs increased 1 day after cold exposure and showed different trends thereafter, the expression of these RNAs on the 30^th^ day is consistent with the RNA-Seq data. We also noticed a recovery of RNA expression after the cells were returned to the normal temperature, NONDRET001625.2 and MSTRG.2629.2 showed no significantly difference compared with control cells after 3 days (P>0.05), while tp53 mRNA and MSTRG.2788.1 lncRNA returned to the normal levels after 7 days. But the expression of MSTRG.28882.1 still remained at a lower level after 7 days at 28°C, indicating different signaling pathways are involved in this process.

**Fig 4:**
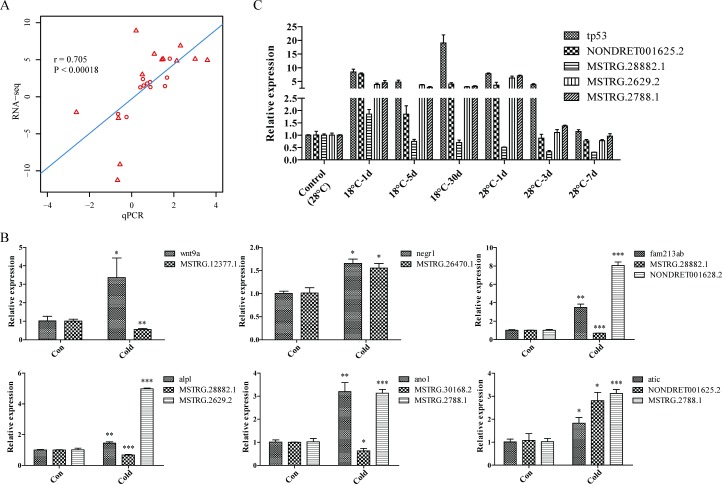
Comparison of the expression patterns of lncRNAs and cis or trans target protein-coding genes. Fold changes of gene expression detected by RNA-Seq were plotted against the data of qRT-PCR. The reference line indicates the linear relationship between the results of RNA-Seq and qRT-PCR. Triangles represent lncRNAs and circles represent protein-coding genes. (B) Relative expression levels of lncRNAs (MSTRG.12377.1, MSTRG.26470.1, MSTRG.28882.1, NONDRET001628.2, MSTRG.2629.2, MSTRG.30168.2, MSTRG.2788.1 and NONDRET001625.2) and their targets genes. (C) Dynamic changes of selected lncRNAs and *tp53* mRNA during cold acclimation and subsequent recovery process. Data are presented as means ± SD of three independent replicates. ACTB was used as the reference gene. *: p < 0.05, **: p < 0.01, ***: p < 0.001.

## Discussion

Pre-acclimation of fishes to moderate thermal stress can increase their tolerance to lethal thermal stress [9]. The current studies of mechanisms of cold acclimation of fish mainly involve genome, transcriptome, miRNA, DNA methylation, histone modification, and so on [9–12,33]. Cold stress responsive lncRNAs have been identified in plants and mammals [14,15], and tissue-specific and antibiotic toxicity responsive lncRNAs have been also reported in zebrafish [34,35]. So far, no detailed study of the roles of lncRNAs in cold acclimation of fish has been documented. In the present study, 8,363 novel lncRNAs were identified. most of them lay at intergenic regions and have less exons, shorter transcripts, lower expression levels compared with mRNAs. The expression of lncRNAs significantly decreased during cold acclimation. These characterizations are coincide with previous reports [1–3,14,34,35].

Totally 689 lncRNAs were differentially expressed under cold pressure in cold treated ZF4 cells compared with control cells. Among DE-lncRNAs, there are 74 or 61 lncRNAs expressed only in normal cultured or cold acclimated cells, respectively. It is interesting that the mRNAs from chromosome 4 showed obviously lower levels, while there is no significant difference between the expression levels of the lncRNAs from different chromosomes (Fig 2D). The low expression levels of mRNAs from chromosome 4 is also observed by reviewing the data from other reports about mRNA expression profiles of zebrafish tissues or cells, suggesting this expression pattern is not specific for ZF4 cells (S2 Fig)[36]. GO and KEGG enrichment analyses of the differentially expressed protein-coding genes (S5 Table) showed multiple biological processes and signal transduction pathways, such as cell junction, ion transport, muscle development, axon extension, P53 and FoxO signaling pathways are involved in cold acclimation of ZF4 cells. The results are similar with other *in vivo* studies [37,38].

Since lncRNAs can regulate their nearby genes, such as promoter upstream transcripts (PROMPTs) and enhancer RNA (in cis) [39]. Here GO and KEGG enrichment analyses of the differentially expressed cis-target genes showed involvement of electron transport, cell junction, oxidation-reduction, signal transduction, and muscle tissue development in cold acclimation. Previous studies also suggested that lncRNAs can interact with associated mRNAs via the formation of complementary hybrids (in trans) [31,32]. In this study 1,098 differentially expressed mRNAs were considered as trans-target mRNAs of top 20 DE-lncRNAs and were enriched in biological processes like organ development, cell adhesion, axon extension, regulation of transcription from RNA polymerase II promoter and KEGG pathways like Wnt signaling pathway, ECM-receptor interaction, one carbon pool by folate, biosynthesis of antibiotics. Many of these enriched biological processes and pathways have been reported associated with cold adaptation in previous studies [11,33,36]. These results indicated that lncRNAs might regulate these biological processes to participate in the regulation of cold acclimation.

Cold stress can lead to increased reactive oxygen species in fish tissues, while reducing reactive oxygen species will help fish adapt to low temperature environment [40]. *Fam213ab* which participates in oxidation-reduction process, may be regulated by lncRNAs MSTRG.28882.1 and NONDRET001628.2, and was up-regulated under cold stress (Fig 4B). Genes involved in folate metabolic pathway, like *alpl* and *atic* were also up-regulated under cold stress, and might be regulated by multiple lncRNAs in trans. Our previous study reported some genes involved in folate biosynthesis pathway were up-regulated and hypomethylated at promoter regions of genes under cold stress[11]. This indicated that both DNA methylation and lncRNAs might paly critical roles in folate metabolic pathway under cold pressure.

The present data shed new light on the role of lncRNAs in cold acclimation in fish. Further epigenetic regulation mechanisms of cold acclimation still need to be demonstrated in the future.

## Supporting information

S1 Fig Comparison of the expression patterns of lncRNAs and cis or trans target protein-coding genes. (A) Relative expression levels of lncRNAs (NONDRET008543.2, MSTRG.28882.1, MSTRG.9442.1, NONDRET001625.2, NONDRET001624.2, MSTRG.2629.2, NONDRET001628.2, MSTRG.21602.1) and their targets genes. Data are presented as means ± SD of three independent replicates. ACTB was used as the reference gene. *: p < 0.05, **: p < 0.01, ***: p < 0.001.
(TIF) Click here for additional data file.

S2 Fig Distribution of mRNAs along each chromosome in zebrafish brain. Red and blue represent the log-transformed reads per kilobase per million mapped reads (RPKM) values of mRNAs in zebrafish brain under 28°C or 18°C, respectively(RNA-seq data from reference 39).
(TIF) Click here for additional data file.

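The 13 lncRNAs with primers in S1 Table include 2 pairs of lncRNAs with the same forward and reverse primers. MSTRG.2629.2 and NONDRET001624.2 share the forward primer GCGTGCCTGTAATCCAAGTTA and the reverse primer AGACACCCGATCGACATAGT. NONDRET001623.2 and NONDRET001628.2 share CGCGCCTGTAATCCAAGTTA and CCCTCGGGAGAACCATATCTA. In S2 Table the last pair lies on chromosome 11, from 11462071 to 11462364 and from 11478686 to 11478979. The deposited table places MSTRG.2629.2 at si:dkey-23f9.11, with 2 exons.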

S1 Table List of primers used for qRT-PCR analysis. (XLSX) Click here for additional data file.

S2 Table Expression information of DE-lncRNAs and nearby protein-coding genes. (XLSX) Click here for additional data file.

S3 Table Information for the trans-target mRNAs of top 20 DE-lncRNAs. (XLSX) Click here for additional data file.

S4 Table GO and KEGG enrichment analyses of trans-target genes. (XLSX) Click here for additional data file.

S5 Table GO and KEGG enrichment analyses of total DE-genes. (XLSX) Click here for additional data file.

## Abbreviations

lncRNA: long non-coding RNA
ZF4: zebrafish embryonic fibroblast cells
GO: Gene Ontology
KEGG: Kyoto Encyclopaedia of Genes and Genomes
FPKM: fragments per kilobase per million mapped reads
FDR: false discovery rate
DE: Differentially Expressed

How the deposited data were processed for this re-analysis (not part of the article)

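Total RNA of zebrafish ZF4 cells was sequenced from 3 control cultures at 28°C and 3 cultures held at 18°C for 30 days. The authors aligned the reads to GRCz10, assembled transcripts, filtered them for lncRNAs and quantified them with StringTie. The deposited FPKM values are fragments per kilobase of transcript scaled to the mapped fragments, and the authors gave a single mean per group. The authors gave a log2 fold change of cold acclimated over control cells for each transcript, computed with edgeR, for which the paper's text names no version or input. The p-value and the FDR of each transcript in the deposited table are also those of the authors. No value in the table belongs to a single culture. The exon number, length and position of each transcript were used as deposited, with positions counted from 1.

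The comparison had been planned on replicate values. Because only group means were deposited in the table used here, no test between groups was made on FPKM. Differences were described as the log2 ratio of the means after adding 0.1 FPKM, over lncRNAs above 0.5 FPKM in at least 1 group, with a threshold of 2-fold. The calls of the authors were reported as theirs. The depth of each library is unknown from the table, so no interval that needs the depth was given. Intervals of shares are 95% Wilson intervals over transcripts, and intervals of medians come from binomial order statistics.

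Genes near DE-lncRNAs were taken from S2 Table, with the lncRNA calls from the deposited table, and the directions were compared by a two-sided permutation test with 100000 resamples. The mitochondrial genome carries different names for lncRNAs and genes in S2 Table and was treated as a single sequence. Chromosomes were compared with 10000 random lists or random placements. Neighbouring calls were counted within 50 kb, and the calls were permuted 10000 times. The permutation of calls was tested on simulated data. Random calls were found clustered in 2 of 20 simulated sets, and planted runs were exceeded in 0 of 200 permutations. After a planted offset was removed, 200 of 200 changed lncRNAs were recovered. Those simulated values had no noise and the known offset was removed, so this outcome was fixed in advance.

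The lncRNAs named are those in the paper's text, legends, S1 Table or Fig 3D, and the 3 with the largest log2 ratio in each direction. This rule was fixed before the data were examined. Other lncRNAs were named only where the text says that they were chosen after their values were seen. Known lncRNAs and protein-coding genes entered only through the paper's values and calls in S2 Table. The qRT-PCR measurements and the reference genome were not analysed here. Alternatives were tried for the pseudocount, the filter on low values, the thresholds, the scaling between groups, the choice of transcripts per locus and the choice of pairs. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.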

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

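The tests in this part were chosen after the results were seen. The lncRNAs below lie outside those the paper discusses, and each had a higher mean in cold acclimated than in control cells. No replicate values were at hand.

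MSTRG.14967.1, with 2 exons and 608 nt on chromosome 20 (55338424 to 55339277), rose from 24.5 FPKM in control cells to 6404 FPKM in cold acclimated cells. It had the highest mean of all assembled lncRNAs in cold acclimated cells and held 20.5% of their summed FPKM. In the authors' deposited table its log2 fold change was 8.90 with an FDR of 0.00528. One candidate explanation is that a single library carried most of the signal. Of the 197 DE-lncRNAs with a log2 fold change of at least 4 in size in the authors' deposited table, 47.7% had a lower p-value, but these were not matched on abundance, so this rank does not bear on a single library. Of the 36 other DE-lncRNAs above 10 FPKM in the higher group, 25 (69.4%) had a lower p-value in the authors' deposited table, and so did 9 of the 13 among them with a log2 fold change of at least 4 in size. These numbers are too small to decide. Without values per library, a single library cannot be told apart from a change in the cold acclimated cells, and no biological explanation was tested.

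MSTRG.31960.1 and MSTRG.31975.1 lie on the mitochondrial genome, at 30.3 and 7.55 FPKM in cold acclimated cells, against 0.0168 FPKM and a listed 0 in control cells. The paper's log2 fold changes were below 0 for the 13 mitochondrial protein-coding genes of S2 Table, but the FDR was below 0.05 for 7 of them. For mt-co2, named at the locus of MSTRG.31975.1, the paper's log2 fold change was -0.40 with an FDR of 0.147, and for mt-nd1 it was -0.07 with an FDR of 0.961. Spill-over of reads from abundant mitochondrial mRNAs is a candidate explanation. The mean of MSTRG.31960.1 in cold acclimated cells was 0.829% of the paper's highest value for a mitochondrial gene in the same cells, so a small part of such reads could give this level. None of the 13 genes was higher in cold acclimated cells by the paper's values, so a fixed share of their reads would not give a rise. The pattern cannot be told apart from spill-over that differed between libraries. No gene is named at the locus of MSTRG.31960.1. Mitochondrial RNAs other than the 13 mRNAs, such as ribosomal RNA, were not examined as a source.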

How the results depend on the processing

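No paired analysis was possible because the table holds only group means, although the labels number the cultures of both groups alike. For the same reason limma with and without trend, the replicate block, leaving out a replicate and other splits of the samples were not run. The alternative with known lncRNAs only was not run, and that with assembled lncRNAs only is the table itself. The depth per library is unknown, and how it limits low values was not measured. The alternatives were set before the data were examined except where stated. The cause was not tested for any change in this part, unless a value below shows it.

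The numbers of lncRNAs more than 2-fold higher (1081) and lower (3191) changed to 316 and 648 with a pseudocount of 1, to 629 and 1897 with FPKM above 1 in at least 1 group, and to 488 and 1345 with a fold change above 4. With the groups scaled to a median log2 ratio of 0, which removed a shift of -0.63, they were 1908 and 1938. The share that was higher moved from 25.3% to 49.6% under this scaling, a balance that such centring largely fixes in advance. Upper-quartile scaling gave 1399 and 2683, a share of 34.3%. A pseudocount of 0.01, no filter and a single transcript per locus gave between 962 and 1221 higher and between 3006 and 3396 lower.

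In the authors' deposited table, an FDR below 0.01 left 171 of 301 up-regulated and 137 of 318 down-regulated calls. A fold change above 4, a single transcript per locus, and adjustment over the table's own p-values (chosen after seeing the data) gave between 262 and 348 and between 267 and 392 calls from the authors' deposited table.

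The median FPKM in control cells (1.12) was 1.18 among lncRNAs above 0 in both groups and 1.15 among those above 0.5 in at least 1 group, and that in cold acclimated cells (0.736) was 0.796 and 0.767. The share of lncRNAs lower in cold acclimated cells (66.7%) was 68.0% above 0.5 FPKM in at least 1 group, 72.6% among differences of more than 2-fold, and 55.1% by the sign of the log2 fold change in the authors' deposited table, which was chosen after seeing the data. Above 1 FPKM, 4750 lncRNAs were expressed in control cells and 3226 in cold acclimated cells, in place of 8117 and 7995.

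DE-lncRNAs of S2 Table listed at 0 numbered 73 in cold acclimated and 61 in control cells. Counting values below 0.1 FPKM gave 131 and 99, and counting all lncRNAs of the table gave 368 and 246. The median FPKM on chromosome 4 relative to the others was 0.906 in control cells and 1.08 in cold acclimated cells, on opposite sides of equality. The density ratio among chromosomes, at 1.71, was 1.74 with a single transcript per locus. The share of DE-genes of the same direction as the nearest DE-lncRNA stayed between 69.6% and 76.2% over the alternatives, past the threshold of the permutation test in each. Taking the direction from S2 Table could not change it, since the calls are the same. The 21 named lncRNAs stayed beyond 2-fold with a pseudocount of 1. Another pseudocount cannot reverse a ratio, and the scaling shift was smaller than each of these ratios, so their direction was fixed in advance.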

Differences from the paper's values

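The number of lncRNAs more than 2-fold higher in cold acclimated cells was 1081, against the paper's 347 up-regulated lncRNAs, and 3191 were more than 2-fold lower, against the paper's 342. The paper's numbers use an FDR threshold and include known lncRNAs, while the numbers from the means use the fold change alone over the assembled lncRNAs. Among the alternatives set before the data were examined, a pseudocount of 1 (316) and a fold change above 4 (488) came within 1.5 times of the paper's up-regulated number, and the others did not. None came within 1.5 times of the paper's down-regulated number. The calls of the authors' deposited table together with the known lncRNAs of the paper's S2 Table gave 347 and 342.

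The DE-lncRNAs in S2 Table that were listed at 0 in cold acclimated cells numbered 73, against the paper's 74. With the lncRNAs called in the authors' deposited table and the known ones of S2 Table, a set chosen after seeing the data, the number was 74.

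The paper gives 456 genes less than 10 kb from a lncRNA, and the gaps between the intervals of S2 Table gave 609. The paper gives 765 genes less than 100 kb away, against 774. The paper relates its genes to 689 DE-lncRNAs, and S2 Table lists 661. From the levels in Fig 2D, the paper describes lncRNAs as evenly spread over the chromosomes. The counts of 11 of 25 chromosomes lay outside the central 95% of random placements, which treat lncRNAs as independent. The densities differed by at most 1.71 times. Counts and levels are unlike measures, so this does not contradict the paper.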

Other observations

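In this part, the tests on the expression level and on 1 exon, on siblings at a locus and on the placement of loci were chosen before their results were seen, and the others after, as was the comparison of siblings with random lists.

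Most lncRNAs had a lower FPKM in cold acclimated cells, but their summed FPKM was not lower. The sum was 26546.3 in control cells and 31240.6 in cold acclimated cells. Without the lncRNA with the highest mean in cold acclimated cells, the sum in those cells was 24836.2, below that of control cells. The decline by transcript was smaller in the log2 fold change of the authors' deposited table than in the FPKM means. For 2482 lncRNAs above 1 FPKM in both groups, that log2 fold change exceeded the log2 ratio of the means by a median of 0.43 (quartiles 0.37 and 0.50) in the authors' deposited table. The same difference between the paper's values had a median of 0.37 for 20 known DE-lncRNAs of S2 Table and of 0.06 for 458 genes of S2 Table, each above 1 FPKM in both groups. The offset thus went with the lncRNAs and was small for genes of the same libraries, which goes against a scaling of whole libraries. The paper tested assembled and known lncRNAs together, so the authors' log2 fold change may be scaled to the lncRNAs. Such a scaling would take out a decline common to lncRNAs, and a smaller decline on that scale would not count against it. In the table, 971 lncRNAs had a lower mean FPKM but a log2 fold change above 0 in the authors' deposited table. With the offset removed, the share of lower lncRNAs went from 66.7% to 54.9% (95% interval 53.9% to 56.0%, Wilson, covering counting error over transcripts only). The size of the offset fixes this share in advance, so it does not test the scaling. Noise of low values is a candidate explanation of the lower FPKM means. The median log2 ratio was -1.52 in the lowest of 5 classes of mean FPKM and -0.19 in the highest, and by the log2 fold change of the authors' deposited table the medians were -1.24 and 0.24. Most lncRNAs were above 0.5 FPKM in at least 1 group. Classes of low mean FPKM therefore favour ratios of large size, so this trend is partly fixed in advance. The share of lower lncRNAs was 61.6% in the lowest class, then 75.1%, 71.5% and 67.3%, and 58.0% in the highest. It thus fell with mean FPKM over the upper 4 classes, and the lowest class did not follow this order. lncRNAs with 1 exon had the lower median log2 ratio in all 5 classes, as unspliced signal that differs between libraries would give. Of the lncRNAs with 2 or more exons, 59.5% were lower as well, with a median log2 ratio of -0.29. From the lowest class to the highest their medians were -0.87, -0.92, -0.54, -0.32 and -0.15. These values argue against a signal of transcripts with 1 exon as the whole cause. A scaling of the authors' log2 fold change to the lncRNAs bears on the smaller decline on that scale. It would not lower the FPKM means. A biological decline cannot be told apart from the noise of low values. Nor, for the lncRNAs with 1 exon, can it be told apart from a signal of such transcripts.

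lncRNAs called down-regulated lay close to each other on the chromosomes. Of 274 loci with such a call on the 25 chromosomes, 117 (42.7%) had another within 50 kb. Over 10000 permutations of the calls among loci the median was 12 and the highest 38 (one-sided permutation test, p = 0.0001, the smallest these can give). Within classes of length and FPKM the highest was 44, so neither random placement nor these properties gave as many. Of 276 loci called up-regulated, 23 had such a neighbour, with p = 0.042 over all loci and p = 0.152 within classes in the same permutation tests. The difference between the directions was not itself tested. There were 5 runs of 5 or more down-regulated loci, the largest with 16 loci on chromosome 12 (39059960 to 39224285) and 11 on chromosome 23 (38467890 to 38566724). The runs were singled out after their values were seen. Pieces of longer transcripts assembled separately are a candidate explanation. The median gap between neighbouring loci of the runs was 3.29 kb, against 7.87 kb between all neighbouring loci that start within 50 kb of each other. The runs were picked because many loci lay close together, which favours small gaps, so this difference does not bear on the explanation. A single exon was listed for 38 of the 47 loci in the runs (80.9%), against 75.1% of all loci on the chromosomes and 62.1% of the 227 other down-regulated loci (two-sided Fisher's exact test against the latter, p = 0.018). Most of this share is therefore the ordinary rate, and loci of 1 run are not independent. Of 26 other lncRNAs inside the runs, 25 (96.2%) had a log2 fold change below 0 in the authors' deposited table, against 55.1% of the table. A change of the whole region could give this as well, and the 2 explanations cannot be told apart without strand and reads.

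The known up-regulated lncRNAs of S2 Table include a set that may be near-identical copies. Of the paper's 46 known up-regulated lncRNAs, 16 are 294 nt long and lie on chromosome 11 between 11389266 and 15993043. None of the known down-regulated lncRNAs has that length. MSTRG.2629.2 is also 294 nt long and ends where NONDRET001624.2 ends, and MSTRG.2788.1 ends at 15993045, next to the end of NONDRET001689.2 at 15993043. Of the 13 lncRNAs with primers in S1 Table, 4 share both primers with another lncRNA. Reads shared among such copies could let a single change appear at several lncRNAs. Whether reads were shared cannot be told from the table.

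A division of reads among overlapping transcripts was tested as an explanation of DE-lncRNAs listed at 0 in a group. Of 57 that shared a locus with other assembled lncRNAs, 51 had a sibling above 0.5 FPKM in the group where they were listed at 0. Random lists of other lncRNAs above 0 FPKM, matched on the group and on whether the locus held 2 transcripts or 3 or more, gave a median of 52 and 47 to 55 in the central 95% of 10000 lists. The count is thus the ordinary rate at such loci and does not bear on a division of reads. The other DE-lncRNAs listed at 0 had no sibling in the table. Protein-coding transcripts are not in it, so a division of reads with them could not be examined at any of these loci. Among the loci, 2 held calls of both directions, and the summed FPKM changed less than 2-fold at 1 of them. At MSTRG.30077 (itgav) the sum over 8 transcripts went from 40.1 to 43.9 FPKM, and at MSTRG.30168 (epha3) over 2 transcripts from 3.85 to 0.814 FPKM. With 2 loci, this test is too small to decide.

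DE-lncRNAs and their neighbouring DE-genes changed in the same direction in 73.5% of genes with a single pair per gene, so several lncRNAs at a gene do not account for the excess. An unspliced transcript of the host gene was tested as a technical explanation. The share was lower among overlapping pairs than among the others, by a difference of -6.66 percentage points, which was within counting error (two-sided Fisher's exact test, p = 0.29, with 5 genes in both sets). Among overlapping pairs alone the share still exceeded that of permuted pairs, so this explanation remains open for them. For lncRNAs outside the gene, no other technical explanation was tested. Pieces of the gene's own transcript assembled separately thus remain open for them. A shared regional influence on both was not tested either and may remain as a hypothesis.

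lncRNA loci per Mb differed among chromosomes. With a single transcript per locus, the same 11 chromosomes lay outside the central 95% of random placements as with all transcripts, 5 above it and 6 below, so several transcripts per locus do not explain it. The spans stand in for chromosome lengths, and gaps in the assembly were not tested. Random placements also treat loci as independent, which neighbouring loci need not be. No biological explanation was tested.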
